A study of Mus musculus with 12 samples. Its data were reported in "Prediabetic changes in gene expression induced by aspartame and monosodium glutamate in Trans fat-fed C57Bl/6 J mice" (2013).

How the data were processed

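Visceral adipose tissue of male C57Bl/6J mice was profiled on 12 Affymetrix Mouse Gene 1.0 ST arrays, with 3 arrays in each of 4 diet groups. Groups and replicate numbers were taken from the sample titles. The study's methods describe the tissue as epididymal fat pads together with the fat around the reproductive organs and the omental and mesenteric fat of the digestive organs, and state that each diet group had 15 mice and that RNA pooled from several mice was applied to each array. The sample titles call the arrays of a diet biological replicates, and p-values measure the spread between these pools, not between mice. About 250 ng of total RNA was used per array.

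The deposited values are linear array intensity, normalized by the authors. The submitters' processing notes name Partek and GCRMA (a background correction that uses probe sequence, followed by quantile normalization and summary of probes). The table holds 241576 probe sets, most of them single exons, so a gene is measured by several. No scanner file and no scan date was used here, and background correction was not repeated. The median intensity of an array lay between 144.9 and 150.6. The number of arrays, 3 per diet, limits the precision of every comparison, with 8 residual degrees of freedom in the fit.

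Intensities were turned to log2 values. Gene names came from the platform's annotation, which can hold old names and lists 216572 of the probe sets. Of these, 212097 name exactly 1 gene and 4475 name several, and 25004 probe sets of the table were unnamed. Probe sets with several genes or none were left out of gene values. Symbols were updated through a RefSeq gene table of assembly GRCm38.p6, used for names only. Of the symbols, 17621 were current, 2668 were replaced by a newer one and 127 were kept as given. This gave 20416 genes, and a gene's value on an array was the median log2 value of its probe sets (median 8 probe sets per gene, 2292 genes with 1). A value is therefore an average over a gene's exons and cannot separate transcripts of one gene.

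Tests were run in R 4.3.3 with limma 3.58.1 and data.table (version 1.17.8). A linear model with 1 mean per diet was fitted to all 12 arrays, and moderated two-sided tests (eBayes, prior degrees of freedom 2.72) were made for each additive diet against TFA, for ASP+MSG+TFA against each single-additive diet, for the interaction of the 2 additives and, as an F test, for any difference among the diets. P-values were adjusted by the method of Benjamini and Hochberg over all genes of a contrast, and every adjusted p given for a gene is limma's. A gene was called at an adjusted p under 0.05 with at least a 1.4-fold difference, the limits the study used, without a fold limit for the interaction and the F test. Differences are in log2 units with limma's standard error, and levels of a diet are means of log2 values with the SD over 3 arrays. Fold is given as a size, with its direction read from the log2 difference.

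In total 45 gene lists (pathways, cell types and tissues, and 4 lists of genes the study had chosen on these samples) were fixed before the data were examined. Each was tested with limma's camera at a preset correlation of 0.01 between genes, two-sided, against all other genes, with adjustment over the 45 lists of a contrast. Beside it camera was run with the correlation estimated per list, also with the raised arrays as a term, while the other alternatives kept the preset correlation, and fry was run, which asks whether the genes of a list move on balance one way. Members of a list were also tested adjusted over the list alone.

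Named genes followed a rule fixed before the data were examined. For each contrast against TFA these were the 8 largest called differences in each direction with no overlap between the arrays of both diets, a mean in the brighter diet above a log2 value of 6.61, and an informative symbol. Where no gene was called, as happened in each contrast, the 5 genes of each direction with the smallest unadjusted p under the same limits were taken instead. Up to 4 members of each described list with the smallest unadjusted p were added, as were the study's quantitative PCR genes and up to 20 genes of it and of the study's PPAR network list. For the other contrasts the 5 genes with the smallest p under the same limits were taken. The value 6.61 is the 90th percentile of the mean levels of olfactory and vomeronasal receptor genes, taken here as the level of dim signal, and 11569 genes had a mean above it. A difference from a mean below that level is limited by dim signal and is not an exact size. On TFA replicates 1 and 2 the median receptor gene itself lay at 6.76 and 6.61. A named gene lower than TFA can therefore have passed this limit through dim signal on these arrays.

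The procedure was tested on simulated data with the real genes' means and spread, in which 67 genes carried a 1.5-fold change, 67 a 2-fold and 66 a 4-fold change, and 1 list a shift. Of the simulated 2-fold changes, limma called 38.8% in MSG+TFA against TFA, 44.8% in ASP+TFA against TFA and 29.9% in ASP+MSG+TFA against TFA. Of the 4-fold changes it called 92.4%, 90.9% and 78.8%, and of the 1.5-fold changes 8.96%, 4.48% and 8.96%. A list shift of -0.2 was found in each case with 0 other lists called. The simulated genes varied independently of each other, unlike those of real arrays. The count of other lists therefore does not test the preset correlation.

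Alternatives fixed before the data were examined were the replicate number as a block, median centring, quantile normalization of the 12 arrays, a filter on dim genes, a floor at the 20th percentile, the mean or the brightest probe set in place of the median, probe sets in place of genes, a trended and robust variance, array weights, removal of trends with level (the level trend) and with the number of probe sets (the size trend), no fold limit, joint adjustment over the 3 contrasts with TFA, a fit of only the 2 diets compared, the methods' one-way analysis of variance, and leaving out each array in turn. Alternatives chosen after seeing the data were the 4 arrays with raised receptor signal as a term, the receptor signal of each array as a term, a fit of only the other 8 arrays, epididymis RNA as a term (Crisp1 over a log2 value of 9 or not, which does not follow transcripts of sperm cells or the seminal vesicle), the raised arrays with epididymis RNA as 2 terms, and the replicate number as a block in a fit of only TFA and MSG+TFA. The last was added because the deviations of these arrays from their diet means correlated at 0.594, 0.633 and 0.662 in the 3 pairs of the same number and at -0.604 to -0.00348 in the other pairs. The titles give the numbers but not what they mark, so this pairing comes from the data, and in each of the other 4 comparisons of 2 diets at least 1 pair correlated below 0.1. Correlations between contrasts that share the TFA arrays were set beside 100 simulations of unchanged groups against shared controls.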

Results

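Gene expression was measured in the visceral adipose tissue of 20-week-old male mice of C57Bl/6J, an inbred laboratory strain. All 4 diets held trans fat (TFA) as 20% w/w shortening with 8.68% w/w trans fat. The TFA diet served as the control, and the other diets added to the drinking water either monosodium glutamate (MSG, the sodium salt of the amino acid glutamate and a flavour enhancer) at 0.75 g/L, aspartame (ASP, a dipeptide sweetener built from aspartate and phenylalanine) at 0.25 g/L, or both. Mothers received the diet from 6 weeks of age, 3 weeks before mating, and the pups were weaned at 4 weeks. Each diet was represented by 3 arrays with pooled RNA, 12 arrays in all.

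The 12 arrays differed in their dim signal in a way that followed no diet completely. The 1152 olfactory and vomeronasal receptor genes, which serve smell in the nose and stand here for genes with little adipose signal, had a median log2 value of 6.40 to 6.76 on TFA replicates 1 and 2 and MSG+TFA replicates 1 and 2, called the raised arrays from here on. On the other 8 arrays this median lay between 5.44 and 5.67. The interquartile range of all gene values was 2.19 to 2.39 on the raised arrays and 2.95 to 3.12 on the others, while the median intensity of the probe sets lay between 144.9 and 150.6 throughout. None of the 6 arrays of the aspartame diets was a raised array (0 of 6). Between raised and other arrays of the same diet, limma gave 6899 genes an adjusted p under 0.05. Of these, 4308 were higher and 2591 lower on the raised arrays. Only TFA and MSG+TFA held raised arrays, so this comparison set replicates 1 and 2 of these diets against their replicate 3. It cannot tell raised signal from other differences of the replicate 3 arrays, whose deviations from their diet means correlated at 0.662. The arrays were grouped by the receptor signal, so the 877 receptor genes that were higher among them are not independent evidence. The same holds for other genes that follow this signal, so the 6899 genes describe the grouping and do not test it.

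**Figure D1:**
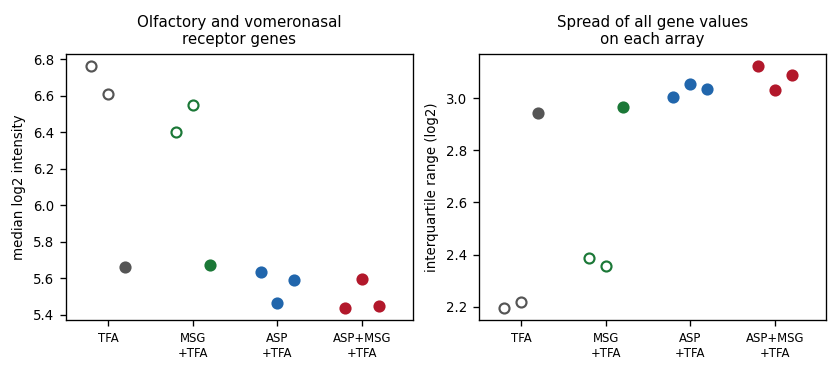
Each point is 1 array, with the diet on the horizontal axis; open points are the 4 raised arrays. The left panel shows the median log2 intensity of the receptor genes (6.40 to 6.76 on the raised arrays, 5.44 to 5.67 on the other 8) and the right panel the interquartile range of all gene values on the array, in log2 units (2.19 to 2.39 against 2.95 to 3.12).

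Transcripts of neighbouring organs were present on some arrays of each diet. Crisp1, a secreted protein of the epididymis that coats sperm, had log2 values of 12.4 to 13.9 on 8 arrays and of 5.60 to 6.50 on TFA replicate 2, MSG+TFA replicate 2, ASP+TFA replicate 3 and ASP+MSG+TFA replicate 3. Svs5, a seminal vesicle secretory protein, reached 13.9 on TFA replicate 3, 14.1 on ASP+TFA replicate 2 and 14.0 on ASP+MSG+TFA replicate 1. Transcripts of maturing sperm cells did not follow Crisp1. The protamine gene Prm2 was highest on TFA replicate 2 (11.8) and ASP+MSG+TFA replicate 3 (11.2), both low in Crisp1, as were Prm1 (11.6 and 11.0) and the transition protein gene Tnp2 (10.2 and 9.67). Digestive enzymes of the pancreas averaged 11.8 over 6 genes on TFA replicate 2 and 5.28 to 6.38 on every other array. Alb, the serum albumin made by liver, was at 12.4 on MSG+TFA replicate 3 and 13.3 on ASP+MSG+TFA replicate 1. These transcripts were singled out after their values were seen.

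**Figure D2:**
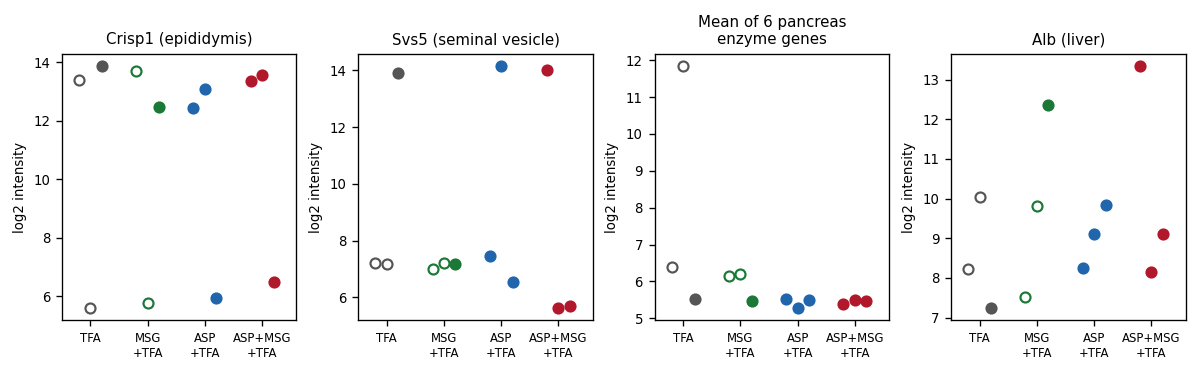
Each point is 1 array, with the diet on the horizontal axis and log2 intensity on the vertical axis; open points are the 4 raised arrays. Panels show Crisp1 (epididymis), Svs5 (seminal vesicle), the mean of 6 pancreas enzyme genes and Alb (liver), and each diet has arrays with Crisp1 both above 12 and below 7.

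The first comparison asked what MSG added to the TFA diet. In MSG+TFA tissue the nuclear-encoded genes of oxidative phosphorylation, which form the mitochondrial respiratory chain and the ATP synthase, fell as a group, with a median log2 difference of -0.16 and 69 of 72 measured members below TFA (camera adjusted p = 3.89e-12). Genes of the citric acid cycle and pyruvate dehydrogenase fell likewise (median -0.16, 22 of 22 members below TFA, adjusted p = 2.59e-05), as did those of mitochondrial beta-oxidation, the breakdown of fatty acids (median -0.18, 19 of 20, adjusted p = 0.00174). Macrophage markers rose, with a median of 0.40 and 21 of 22 members above TFA (adjusted p = 7.74e-07), and so did the fibroblast and extracellular matrix genes, which encode collagens and other parts of the tissue scaffold (median 0.22, 30 of 33, adjusted p = 2.14e-05). For each of these 5 lists adjusted p = 0.83 with an estimated correlation, and no list was called that way or by fry.

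Single members of these lists did not pass. Ndufb7, a subunit of respiratory complex I, averaged 8.78 ± 0.12 on TFA and 8.35 ± 0.12 on MSG+TFA arrays (SD, n = 3 each), a difference of -0.43 ± 0.12 (SE). Uqcr11 of complex III differed by -0.47 ± 0.15, Ndufa10 of complex I by -0.32 ± 0.12 and Sdhb, a subunit of succinate dehydrogenase, by -0.42 ± 0.16. Cpt1a, an enzyme of the beta-oxidation of long-chain fatty acids, went the other way with 0.31 ± 0.12. Among macrophage markers Gpnmb, a membrane glycoprotein of lipid-laden macrophages, differed by 1.17 ± 0.51 and the tetraspanin Cd9 by 0.66 ± 0.26. Timp1, an inhibitor of matrix metalloproteinases, differed by 1.03 ± 0.41. The adjusted p of each was 1. Members with an unadjusted p under 0.05 numbered 3 of 72 for oxidative phosphorylation, 2 of 22 for macrophage markers and 1 of 33 for the matrix list, and 0 members of any of these lists passed adjusted over the list alone.

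Of all 20416 genes, limma called 0 in MSG+TFA against TFA. An unadjusted p under 0.05 was reached by 442 genes (225 higher, 217 lower), fewer than the 1020.8 expected if no gene differed. With the replicate number as a block in a fit of these 2 diets, 1193 genes reached it and 0 were called as well. A fit of these 2 diets without the block gave 213 such genes. The raised arrays as a term, chosen after seeing the data, gave 1227 with 0 called, so the shortfall depends on the model. The methods' analysis of variance gave 133 with the fold limit before adjustment and 0 after it. The genes with the smallest p missed the test with an adjusted p of 1. Ptpre, a receptor-type tyrosine phosphatase, averaged 6.39 ± 0.07 on TFA and 7.25 ± 0.24 on MSG+TFA arrays, a difference of 0.85 ± 0.17. Atp6v0d2, a subunit of the proton pump of lysosomes, differed by 1.51 ± 0.37, Spred1, an inhibitor of Ras signalling, by 0.72 ± 0.18, Tmem8b by 0.57 ± 0.13 and Fam13b by 0.56 ± 0.12. On the lower side stood Fam24b with -0.74 ± 0.19, Fahd2a with -0.60 ± 0.16, Utp14b with -0.55 ± 0.13, Ebag9 with -0.55 ± 0.12 and Ifrg15 with -0.53 ± 0.13. With the brightest probe set in place of the median, Fam13b stood at -0.16, Tmem8b at -0.19 and Ebag9 at 0.01.

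Against the other arrays of the same diet, the raised arrays differed by a median of -0.29 over oxidative phosphorylation genes and -0.19 over macrophage markers, and both diets compared here held 2 raised arrays. TFA and MSG+TFA arrays of the same replicate number deviated together from the means of their diets. Within these 3 pairs, in the order of their numbers, MSG+TFA differed by a median of -0.21, -0.09 and -0.19 over oxidative phosphorylation, -0.24, -0.03 and -0.22 over the citric acid cycle and -0.24, -0.11 and -0.20 over beta-oxidation. The pairs gave -0.03, 0.32 and 0.80 for macrophage markers and -0.11, 0.33 and 0.33 for matrix genes, so neither was higher in the first pair. The epididymis and male tract list went the other way in these pairs (0.56, -0.11 and -0.86) and was not called (median -0.17, adjusted p = 0.383), and mesothelial genes stood at 0.10, 0.13 and -0.64. Without TFA replicate 3, which breaks a pair and leaves only raised arrays in the TFA group, the oxidative phosphorylation median was -0.06 (adjusted p = 0.202), that of the citric acid cycle -0.04 and that of beta-oxidation -0.08, and these calls were lost. Without MSG+TFA replicate 1 they stood at -0.07, -0.05 and -0.05 and the last pair of calls was lost, while without MSG+TFA replicate 3 they stood at -0.25, -0.25 and -0.28. Macrophage markers kept their call with medians of 0.19 without MSG+TFA replicate 3 (adjusted p = 0.0314), 0.21 without MSG+TFA replicate 2, 0.74 without MSG+TFA replicate 1, 0.24 without TFA replicate 1 and 0.62 without TFA replicate 2. The matrix list was lost without TFA replicate 1 (0.10) or MSG+TFA replicate 3 (0.07) and stood at 0.10 without MSG+TFA replicate 2 and 0.47 without MSG+TFA replicate 1. The pancreas and gut list fell by a median of -1.64 (15 of 19 members below TFA, adjusted p = 6.29e-05, adjusted p = 0.83 with an estimated correlation, 0 members adjusted over the list alone), and TFA replicate 2, the array with pancreas enzymes at 11.8, set it, since the median without that array was -0.02. Its call was also lost without dim genes (-0.56). The receptor genes fell slightly (median -0.12, 943 of 1152 below TFA, adjusted p = 8.71e-05, adjusted p = 0.83 with an estimated correlation, 0 adjusted over the list alone), but the median was 0.08 without TFA replicate 1 and 0.13 without MSG+TFA replicate 3, and the call was lost without TFA replicate 2 (-0.0046) and on removal of the size trend (-0.04) or the level trend (-0.04). Their median was -0.44 without TFA replicate 3, -0.21 without MSG+TFA replicate 1 and -0.28 without MSG+TFA replicate 2. Over the 8 arrays that were not raised, an alternative chosen after seeing the data with 1 array in each of these diets, assumed to vary like the others, macrophage markers stood at 0.80, matrix genes at 0.33 and the pancreas list at 0.015 (lost, adjusted p = 0.562).

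The second comparison asked what aspartame added to the TFA diet. In ASP+TFA tissue genes of insulin signalling rose as a group, with a median of 0.35 and 20 of 22 members above TFA (adjusted p = 6.18e-05), together with chromatin and transcription cofactors (0.27, 23 of 25, adjusted p = 8.17e-05), splicing and nuclear pore genes (0.23, 21 of 26, adjusted p = 0.000159) and the fibroblast and extracellular matrix genes (0.29, 30 of 33, adjusted p = 0.000187). Genes that take up or convert glutamate, aspartate and phenylalanine, the amino acids at issue in these diets, rose by a median of 0.16 with 18 of 24 above TFA (adjusted p = 0.0154). Within each diet this list was lowest on the array low in Crisp1, so it also moved with epididymis RNA. Its medians there were 8.54 on TFA, 8.64 on MSG+TFA, 8.97 on ASP+TFA and 8.99 on ASP+MSG+TFA. For each of these lists adjusted p = 0.851 with an estimated correlation. Oxidative phosphorylation was not called, with a median of -0.04, 45 of 72 members below TFA and adjusted p = 0.703 (adjusted p = 0.965 with an estimated correlation). It was called lower without dim genes (-0.04, adjusted p = 0.000345) and with the level trend removed (-0.10, adjusted p = 0.00281), and its median was above 0 with the size trend removed (0.11, adjusted p = 0.323), without TFA replicate 3 (0.050) and without ASP+TFA replicate 2 (0.02).

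Within these groups Slc7a8, a carrier of neutral amino acids, averaged 7.90 ± 0.27 on TFA and 9.39 ± 0.64 on ASP+TFA arrays (SD, n = 3 each), a difference of 1.49 ± 0.32 (SE). Got1, the cytosolic aspartate aminotransferase, differed by 0.83 ± 0.19. These were the 2 members of their list that passed adjusted over the list alone, while 0 passed over all genes (adjusted p = 0.186). Gsk3b, a kinase restrained by insulin, differed by 0.44 ± 0.13 and Foxo3, a transcription factor restrained by insulin, by 0.57 ± 0.18. Ncoa3, a nuclear receptor coactivator, differed by 0.56 ± 0.18 and Ep300, a histone acetyltransferase, by 0.47 ± 0.17. In the matrix list Pdgfra, a growth factor receptor of fibroblasts, differed by 0.77 ± 0.18, the membrane-bound metalloproteinase Mmp14 by 0.79 ± 0.22 and Timp1 by 0.99 ± 0.41, the last by 0.54 without ASP+TFA replicate 3. The adjusted p of these lay between 0.186 and 0.203, and 0 members of the insulin, chromatin, splicing and matrix lists passed adjusted over the list alone. Brightest probe sets gave -0.08 for Gsk3b and -0.04 for Ep300.

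Limma called 0 of 20416 genes in ASP+TFA against TFA, with a smallest adjusted p of 0.186, although 4608 genes (22.6%) had an unadjusted p under 0.05, 1413 of them higher and 3195 lower. The methods' analysis of variance gave 1612 genes with the fold limit before adjustment and 0 after it. Inpp5d, a phosphatase of blood cells that limits phosphoinositide signals, averaged 7.00 ± 0.39 on TFA and 8.76 ± 0.41 on ASP+TFA arrays, a difference of 1.77 ± 0.27. Pcsk5, a protease that matures secreted precursors, differed by 1.68 ± 0.25, Ptpre by 1.15 ± 0.17, the proton channel Hvcn1 by 1.08 ± 0.18 and the lysosomal transporter Abcb9 by 0.85 ± 0.15. The chemokine receptor relative Ccr1l1 differed by -1.74 ± 0.29, Prss51 by -1.08 ± 0.21, Nxpe1-ps by -1.05 ± 0.20, Nkg7, a granule protein of cytotoxic lymphocytes, by -0.99 ± 0.18 and the homeobox gene Hmx3 by -0.82 ± 0.15. Each of these 10 missed the test with an adjusted p of 0.186. For Hvcn1 the brightest probe set gave -0.20.

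Lists with low median signal on most arrays moved in this contrast too. The receptor genes fell by a median of -0.73 (1097 of 1152 below TFA, adjusted p = 1.47e-30), as did keratin and defensin genes (-0.61, 87 of 102, adjusted p = 2.68e-06) and glutamate and sweet or umami receptors (-0.33, 24 of 26, adjusted p = 0.00631). Each had adjusted p = 0.851 with an estimated correlation and 0 members that passed adjusted over the list alone. The keratin and defensin list is not one of absent genes only. Its members Defb20 and Defb48 were higher in ASP+TFA (1.93 and 2.48) and correlated with Crisp1 over the arrays (0.715 and 0.681). Olfr749, 1 of the receptor genes, averaged 6.44 ± 0.19 on TFA and 5.76 ± 0.07 on ASP+TFA arrays. On the raised arrays, which lay in the TFA and MSG+TFA groups, the receptor genes were higher by a median of 0.83, keratin and defensin genes by 0.70, and the matrix genes differed by -0.27, insulin signalling by -0.36 and chromatin cofactors by -0.28. Across genes, which are not independent replicates, the ASP+TFA difference and the raised-array difference correlated at -0.652. The pancreas and gut list, with Ins2 (insulin) at -0.97 ± 0.22, fell by a median of -1.73 (16 of 19 below TFA, adjusted p = 0.0137, adjusted p = 0.851 with an estimated correlation, 1 member adjusted over the list alone). Without TFA replicate 2, the array with pancreas enzymes at 11.8, its median was -0.36 (adjusted p = 0.0389), without TFA replicate 1 it was -2.60, and without dim genes the call was lost (-0.52, adjusted p = 0.324). The size trend removed gave -0.28 for the receptor genes and -0.34 for keratin and defensin genes, and the level trend removed gave -0.37 for the receptor genes and -0.03 for glutamate and sweet or umami receptors, whose call was then lost (adjusted p = 0.958). The last list stood at -0.50 without TFA replicate 3.

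Calls of the lists that rose also depended on the processing. Without dim genes the splicing (adjusted p = 0.058), matrix (adjusted p = 0.184) and amino acid handling (adjusted p = 0.324) calls were lost. With the level trend removed the chromatin (0.10, adjusted p = 0.158) and splicing (0.11, adjusted p = 0.163) calls were lost, and insulin signalling stood at 0.17 and the matrix list at 0.19. With the size trend removed the chromatin (0.12, adjusted p = 0.165) and amino acid handling (0.25, adjusted p = 0.0712) calls were lost, and insulin signalling stood at 0.23 and the matrix list at 0.15. The matrix call was lost without ASP+TFA replicate 3 (0.07), and its median was 0.45 without ASP+TFA replicate 2. Chromatin cofactors stood at 0.11 without TFA replicate 2 and 0.41 without TFA replicate 3. Amino acid handling stood at 0.34 without TFA replicate 3, 0.25 without ASP+TFA replicate 2 and 0.33 without ASP+TFA replicate 3.

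With the raised arrays as a term, an alternative chosen after seeing the data, limma called 0 genes in ASP+TFA and 507 higher and 864 lower genes had an unadjusted p under 0.05. The medians were then -0.16 for the receptor genes, -0.11 for keratin and defensin genes (call lost), 0.06 for insulin signalling, 0.08 for chromatin cofactors (lost, adjusted p = 0.101), 0.11 for splicing genes, 0.07 for the matrix list, 0.04 for amino acid handling (lost, adjusted p = 0.138), -0.14 for glutamate and sweet or umami receptors (lost, adjusted p = 0.415) and -0.82 for the pancreas list (lost, adjusted p = 0.0969). The oxidative phosphorylation median was then -0.25 (adjusted p = 4.57e-14), but adjusted p = 0.996 with an estimated correlation, and no list of any contrast was called with this term that way. Of the 17 lists called in ASP+TFA, 5 were called in the same direction with this term, and mitochondrial ribosomal proteins in the opposite one (0.08, adjusted p = 0.00803, then -0.11, adjusted p = 0.0124, with 0.871 and 0.996 as adjusted p with an estimated correlation). With the receptor signal of each array as a term oxidative phosphorylation was lower too (-0.26, adjusted p = 3.38e-17), while insulin signalling (0.04, adjusted p = 0.376), splicing genes (0.07, adjusted p = 0.137) and the matrix list (0.10, adjusted p = 0.0966) were lost. The raised arrays and epididymis RNA (Crisp1) as 2 terms, chosen after seeing the data like the rest here, ended the calls of insulin signalling (0.03, adjusted p = 0.0803) and the matrix list (-0.09, adjusted p = 0.901), while splicing genes (0.13, adjusted p = 0.00651) and amino acid handling (0.10, adjusted p = 0.00651) were still called. Chromatin cofactors and keratin and defensin genes were called with none of these added terms. The 8 other arrays hold a single TFA array, replicate 3, so that a fit to them assumes it to vary like the other diets. That array had the highest oxidative phosphorylation median of all 12 (11.3), and against it ASP+TFA differed by -0.23 for that list, 0.06 for insulin signalling (lost, adjusted p = 0.278), 0.08 for splicing genes (lost, adjusted p = 0.122), 0.17 for the matrix list and -0.05 for the pancreas list (lost, adjusted p = 0.278).

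The third comparison, the one the study centred on, set the diet with both additives against TFA. In ASP+MSG+TFA tissue the fibroblast and extracellular matrix genes rose by a median of 0.56, with 32 of 33 above TFA (adjusted p = 2.83e-09), and macrophage markers by 0.69, with 20 of 22 above (adjusted p = 1.83e-05). Endothelial genes, which line blood vessels, rose by 0.44 with 18 of 18 above TFA (adjusted p = 4.79e-05), and angiogenesis genes by 0.47 with 20 of 23 above (adjusted p = 0.00046). Each of these lists had adjusted p = 0.612 with an estimated correlation. The oxidative phosphorylation genes fell by a median of -0.20 with 65 of 72 below TFA (adjusted p = 0.00238, adjusted p = 0.853 with an estimated correlation), a call that was lost with the size trend removed (-0.025, adjusted p = 0.295). The angiogenesis call was lost without dim genes (adjusted p = 0.101).

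In the matrix list Timp1 averaged 6.38 ± 0.33 on TFA and 8.03 ± 0.32 on ASP+MSG+TFA arrays (SD, n = 3 each), a difference of 1.65 ± 0.41 (SE). Mmp14 differed by 0.88 ± 0.22, Pdgfrb, a growth factor receptor of pericytes, by 0.81 ± 0.28 and the proteoglycan Bgn by 0.50 ± 0.18, and 16 members had an unadjusted p under 0.05 while 2 passed adjusted over the list alone and 0 over all genes. Itgam, the integrin chain CD11b of myeloid cells, averaged 6.76 ± 0.08 and 8.48 ± 0.10 on these diets, a difference of 1.72 ± 0.46, and Csf1r, the receptor macrophages need to survive, differed by 0.89 ± 0.33. The endothelial receptors Robo4 and Tie1 differed by 0.71 ± 0.27 and 0.99 ± 0.40. Among respiratory chain genes Uqcr11 differed by -0.55 ± 0.15, Ndufa12 by -0.48 ± 0.13 and Ndufs6 by -0.48 ± 0.14. Of the macrophage, endothelial, angiogenesis and oxidative phosphorylation lists, 7, 5, 7 and 10 members had an unadjusted p under 0.05, and 0 passed adjusted over the list alone. Adjusted p-values of the genes named here ran from 0.122 to 0.147.

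**Figure D3:**
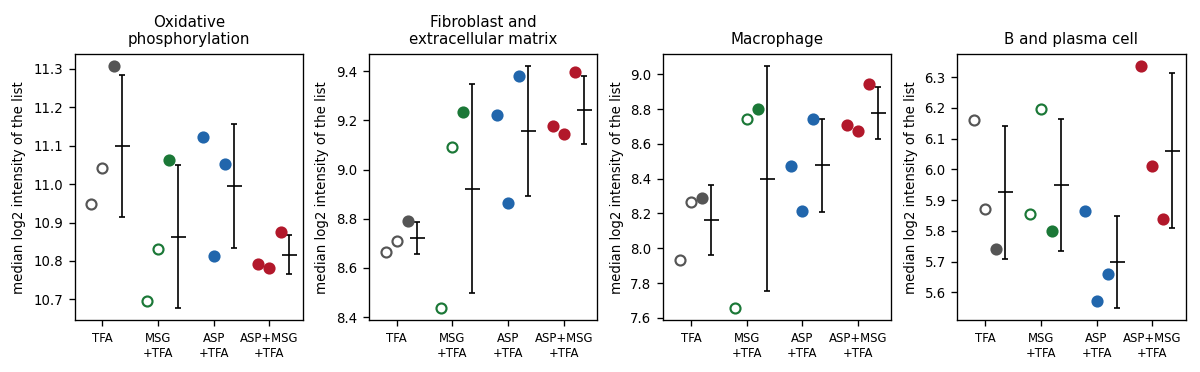
Each point is the median log2 intensity of a gene list on 1 array, with the diet on the horizontal axis; open points are the 4 raised arrays and bars give the mean and SD of the 3 arrays of a diet. Against TFA, the ASP+MSG+TFA diet differed by a median of -0.20 over oxidative phosphorylation genes, 0.56 over matrix genes, 0.69 over macrophage markers and 0.08 over B and plasma cell genes.

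Limma called 0 of 20416 genes in ASP+MSG+TFA against TFA. The smallest adjusted p was 0.122, and 5860 genes (28.7%) had an unadjusted p under 0.05, 1866 higher and 3994 lower. The methods' analysis of variance gave 1798 genes with the fold limit before adjustment and 0 after it. The unconventional myosin Myo1e differed by 1.47 ± 0.25, Dapp1, an adaptor of B cell signalling, by 1.36 ± 0.18, the microtubule protein Map1a by 1.32 ± 0.23, Ptpre by 1.01 ± 0.17 and the actin-binding protein Nexn by 0.96 ± 0.17. Lower values stood at -1.53 ± 0.29 for Ccr1l1, -1.34 ± 0.24 for the homeobox gene Nkx6-2, -1.18 ± 0.21 for the adhesion protein Amigo3, -1.03 ± 0.15 for Gsg1l, an accessory subunit of glutamate receptors, and -0.998 ± 0.178 for Ss18l2. Each of these 10 missed the test with an adjusted p of 0.122. With the replicate number as a block in limma, Dapp1 was called (adjusted p = 0.0215). For Amigo3 the brightest probe set gave 1.57.

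**Figure D4:**
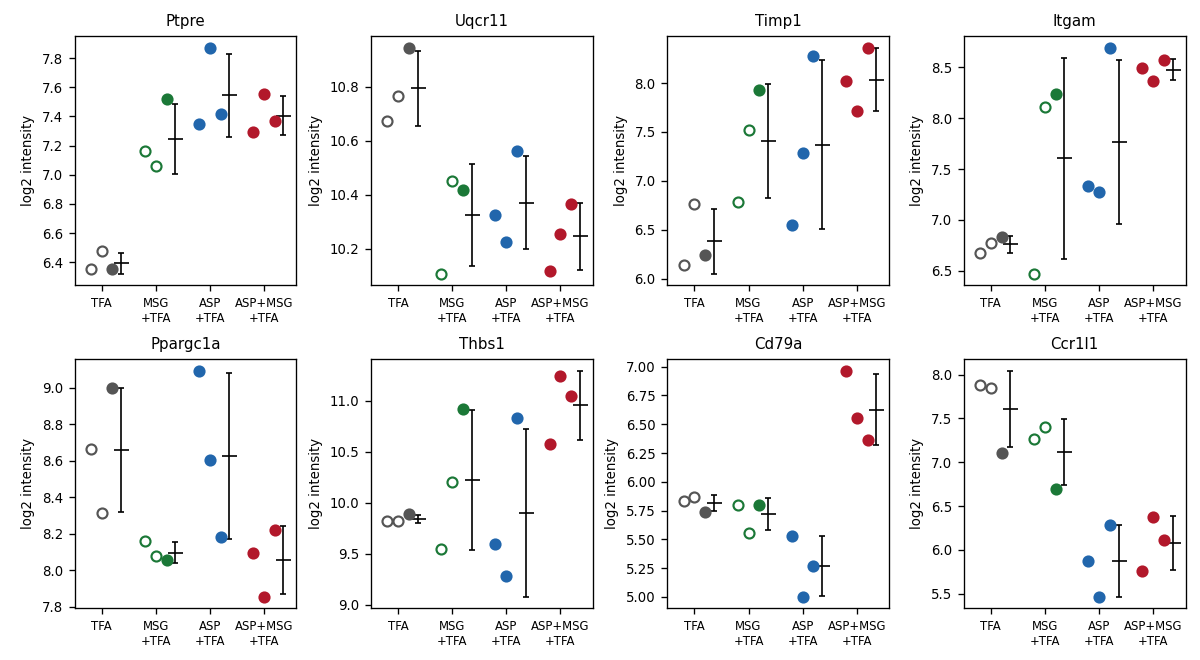
Each point is the log2 intensity of a gene on 1 array, with the diet on the horizontal axis; open points are the 4 raised arrays and bars give the mean and SD of the 3 arrays of a diet. Timp1 averaged 6.38 on TFA and 8.03 on ASP+MSG+TFA arrays and Itgam 6.76 and 8.48, and no gene shown passed limma's test over all genes.

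The study's quantitative PCR and PPAR network genes, which the study chose on these samples, gave the following values. Ppargc1a, the coactivator of mitochondrial biogenesis, averaged 8.66 ± 0.34 on TFA, 8.10 ± 0.06 on MSG+TFA, 8.63 ± 0.46 on ASP+TFA and 8.06 ± 0.19 on ASP+MSG+TFA arrays, the last 1.52-fold below TFA (-0.60 ± 0.23, adjusted p = 0.14). Ppara, a nuclear receptor for fatty acids, differed by -0.78 ± 0.23, Prdx5, a mitochondrial peroxidase, by -0.66 ± 0.19 and Ehhadh, a peroxisomal enzyme of beta-oxidation, by -0.57 ± 0.17 (adjusted p = 0.122 each). Alox15, a lipoxygenase, differed by 1.46 ± 0.31 (adjusted p = 0.122), Thbs1, a matrix glycoprotein, by 1.11 ± 0.41 (adjusted p = 0.132), the fibronectin gene Fn1 by 0.81 ± 0.33, the macrophage marker Adgre1 by 0.79 ± 0.39, Med23 by 0.64 ± 0.26, the macrophage growth factor Csf1 by 0.59 ± 0.23, the collagen gene Col1a2 by 0.59 ± 0.21 and the receptor Notch1 by 0.47 ± 0.18, with adjusted p-values of 0.13 to 0.201. Mdm2 (0.27 ± 0.16), the deacetylase Sirt1 (0.16 ± 0.22) and the mitochondrial transcription factor Tfam (-0.03 ± 0.22) differed by less than 2 standard errors. The glutamate receptor genes Grin2c (-0.67 ± 0.24), Grin1 (-0.56 ± 0.24), Grik4 (-0.55 ± 0.16), Grik3 (-0.32 ± 0.25) and Grin2a (-0.26 ± 0.21) had means under 6.61 in all diets, the level of dim signal.

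Single arrays moved some of these values. Notch1 stood at 0.27 and Sirt1 at -0.014 without TFA replicate 2, Mdm2 at 0.15, Grin2c at -0.37, Grin2a at -0.13 and Grik3 at 0.0043 without TFA replicate 1, Grin2a at -0.45, Grik3 at -0.62 and Sirt1 at 0.31 without TFA replicate 3, and Tfam at 0.13 without ASP+MSG+TFA replicate 2. The direction of several of these genes rested on the probe sets chosen. Over the brightest probe set Alox15 stood at -0.29, Notch1 at -0.22, Tfam at 0.17 and Prdx5 at 0.02, and the mean over probe sets gave 0.09 for Prdx5. With the raised arrays as a term Sirt1 stood at -0.24, Grin2a at 0.13 and Grik3 at 0.02. The study's list of lipid and glucose catabolism genes it had called lower fell by a median of -0.21, with 37 of 45 below TFA and 8 adjusted over the list alone (adjusted p = 0.00517, adjusted p = 0.726 with an estimated correlation). Its PPAR network and stress genes rose by a median of 0.18, with 25 of 38 above and 2 adjusted over the list alone (adjusted p = 0.0185, adjusted p = 0.612 with an estimated correlation). The call of the latter was lost with quantile normalization (0.12, adjusted p = 0.0509), without dim genes (0.22, adjusted p = 0.458), with the size trend removed (0.04, adjusted p = 0.641) and with the level trend removed (0.06, adjusted p = 0.402), and the catabolism median was -0.32 with the level trend removed. Neither list is independent evidence of its direction, since the study chose both on these samples.

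B and plasma cell genes showed a median of 0.08 with 8 of 15 above TFA and were not called (adjusted p = 0.0937, adjusted p = 0.726 with an estimated correlation), while 5 members passed adjusted over the list alone. They were called higher with quantile normalization (0.04, adjusted p = 0.0243) and with the level trend removed (0.29, adjusted p = 0.000205), while their median was -0.17 without TFA replicate 3 (adjusted p = 0.465). Ms4a1, the B cell surface protein CD20, averaged 6.00 ± 0.19 on TFA and 7.02 ± 0.31 on ASP+MSG+TFA arrays, a difference of 1.02 ± 0.24, with the TFA mean below the level of dim signal. Cd79a, a signal chain of the B cell receptor, differed by 0.81 ± 0.18 (adjusted p = 0.122 for both). Insulin signalling genes rose by a median of 0.30 (20 of 22 above, adjusted p = 0.00139, 0 adjusted over the list alone, adjusted p = 0.612 with an estimated correlation). This call was lost without dim genes (adjusted p = 0.127), with the size trend removed (0.13, adjusted p = 0.0571) and with the level trend removed (0.10, adjusted p = 0.261), and the median was 0.18, 0.17 and 0.47 without TFA replicates 1, 2 and 3 in turn.

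Receptor genes fell by a median of -0.81 (1103 of 1152 below TFA, adjusted p = 1.04e-30, 682 adjusted over the list alone), with Olfr749 at 5.68 ± 0.08 on ASP+MSG+TFA arrays. Keratin and defensin genes fell by -0.58 (87 of 102, adjusted p = 1.29e-06, 12 adjusted over the list alone) and glutamate and sweet or umami receptors by -0.41 (23 of 26, adjusted p = 0.00102, 10 adjusted over the list alone). Each of these lists had adjusted p = 0.612 with an estimated correlation. Grm2, a metabotropic glutamate receptor, averaged 5.67 ± 0.52 and 4.81 ± 0.13, and the sweet taste receptor subunit Tas1r2 5.73 ± 0.50 and 4.88 ± 0.20, both below the level of dim signal. The pancreas and gut list fell by -1.89 (15 of 19, adjusted p = 0.0492, adjusted p = 0.726 with an estimated correlation, 1 adjusted over the list alone). That call was lost without TFA replicate 2 (-0.43, adjusted p = 0.104), without any 1 of the MSG+TFA or ASP+TFA arrays (-1.89) and without ASP+MSG+TFA replicate 2 (-1.83) or 3 (-1.997). It was lost too with the replicate block (adjusted p = 0.0657), with quantile normalization (-1.86), without dim genes (-0.42) and with the level trend removed (-1.43). The level trend removed gave -0.41 for the receptor genes and -0.06 for glutamate and sweet or umami receptors (lost, adjusted p = 0.604), and the size trend removed -0.28 for the receptor genes and -0.27 for keratin and defensin genes. On the raised arrays endothelial genes differed by -0.53, angiogenesis genes by -0.49, glutamate and sweet or umami receptors by 0.50 and B and plasma cell genes by 0.31.

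With the raised arrays as a term limma called 0 genes in ASP+MSG+TFA against TFA, and 584 higher and 1481 lower genes had an unadjusted p under 0.05. The medians were then 0.40 for the matrix list, 0.60 for macrophage markers, -0.38 for oxidative phosphorylation, 0.31 for B and plasma cell genes (now called, adjusted p = 2.82e-06, but adjusted p = 0.425 with an estimated correlation), -0.23 for the receptor genes, -0.22 for keratin and defensin genes and -0.41 for the study's catabolism list. Calls were lost for endothelial genes (0.16, adjusted p = 0.0535), angiogenesis genes (0.17, adjusted p = 0.0642), insulin signalling (0.01, adjusted p = 0.264), glutamate and sweet or umami receptors (-0.16, adjusted p = 0.0757), the pancreas list (-0.87, adjusted p = 0.213) and the study's PPAR list (0.05, adjusted p = 0.192). The keratin and defensin call was lost with the receptor signal as a term (-0.04, adjusted p = 0.751) and with 2 terms (-0.19, adjusted p = 0.779), where the matrix list stood at 0.23 and macrophage markers at 0.36. Endothelial and angiogenesis genes were not called with these terms either (medians of 0.07 and 0.07, and 0.07 and 0.08). Without TFA replicate 3 the oxidative phosphorylation median was -0.08 (adjusted p = 0.584) and that of the study's catabolism list -0.07, both lost. TFA replicate 3 is the TFA array that was not raised. Without it 6070 genes were called in this contrast and 5428 in ASP+TFA, but the TFA group then held raised arrays only and the aspartame diets none, so diet and raised arrays cannot be told apart in these counts. The same holds for the genes named here, of which 52 of 104 values over all contrasts were called without that array and none without any other. The B and plasma cell list was called without TFA replicate 1 (0.09) or ASP+MSG+TFA replicate 3 (0.07), and its median turned to -0.17 without TFA replicate 3.

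Differences from TFA were compared across genes, which are not independent replicates. The ASP+TFA and ASP+MSG+TFA differences correlated at 0.887 and had the same sign in 87.9% of genes, where unchanged groups against shared controls gave a correlation of 0.499 in 100 simulations. Their covariance was 0.212 against a simulated 0.0649. With the raised arrays as a term the correlation was 0.789, but no simulation was made with that term. Its estimate enters both differences through TFA, so 0.789 cannot be set against 0.499. MSG+TFA correlated with ASP+TFA at 0.55 (simulated 0.5, covariance 0.0657 against 0.0647) and with ASP+MSG+TFA at 0.576 (simulated 0.502, covariance 0.0722 against 0.0652). With 3 TFA arrays the controls could not be split, so part of any excess can come from them.

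The next comparison took MSG as the step from ASP+TFA to ASP+MSG+TFA, 2 diets without raised arrays. B and plasma cell genes rose by a median of 0.28 with 13 of 15 higher (adjusted p = 3.92e-09, adjusted p = 0.625 with an estimated correlation, 4 adjusted over the list alone), matrix genes by 0.29 (31 of 33, adjusted p = 4.55e-08), macrophage markers by 0.34 (19 of 22, adjusted p = 2.72e-05) and inflammatory cytokines and chemokines by 0.16 (18 of 23, adjusted p = 0.000133). Oxidative phosphorylation genes fell by a median of -0.13 with 70 of 72 lower (adjusted p = 2.88e-09). The last 4 lists had adjusted p = 0.721 with an estimated correlation and 0 members adjusted over the list alone, and the inflammatory call was lost without ASP+TFA replicate 2 (0.04). Without that array the medians were 0.14 for B and plasma cell genes, 0.11 for the matrix list, 0.22 for macrophage markers and -0.21 for oxidative phosphorylation, and without ASP+TFA replicate 3 they were 0.47 for the matrix list, 0.59 for macrophage markers and 0.26 for inflammatory genes. Without ASP+TFA replicate 1 oxidative phosphorylation stood at -0.07. Without ASP+MSG+TFA replicate 1 B and plasma cell genes stood at 0.18 and inflammatory genes at 0.25, and the latter at 0.11 without ASP+MSG+TFA replicate 3. Without dim genes the B and plasma cell median was 0.66 and the inflammatory median 0.33. Cd79a averaged 5.27 ± 0.26 on ASP+TFA and 6.63 ± 0.31 on ASP+MSG+TFA arrays, a difference of 1.36 ± 0.18 (adjusted p = 0.272), with the lower mean under the level of dim signal of 6.61 and the higher just above it, so that no fold is given.

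Limma called 0 genes in this step, and 323 had an unadjusted p under 0.05 (166 higher, 157 lower), fewer than the 1020.8 expected if no gene differed. The methods' analysis of variance gave 90 with the fold limit before adjustment and 0 after it. The transcription factor Hhex differed by 0.83 ± 0.19, Nkg7 by 0.77 ± 0.18, Nexn by 0.70 ± 0.17 and Dbpht2 by -1.32 ± 0.31 (adjusted p = 1 each).

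Aspartame as the step from MSG+TFA to ASP+MSG+TFA was compared likewise. Matrix genes rose by a median of 0.37 with 31 of 33 higher (adjusted p = 2.12e-06, 0 adjusted over the list alone), immediate early genes, which respond first to stimuli, by 0.44 (13 of 16, adjusted p = 0.00201, 1 adjusted over the list alone) and mesothelial genes, of the lining of the body cavity, by 0.43 (13 of 13, adjusted p = 0.00671, 0 adjusted over the list alone). The receptor genes fell by -0.68 (1087 of 1152 lower, adjusted p = 9.91e-33, 0 adjusted over the list alone). Each had adjusted p = 0.671 with an estimated correlation. With the raised arrays as a term the medians of these lists were, in the same order, 0.14, 0.27, 0.51 and -0.11. Of the 17 lists called here, 4 were called in the same direction with that term, and proteasome genes in the opposite one (0.11, adjusted p = 0.0376, then -0.11, adjusted p = 0.014, with 0.799 and 0.9 as adjusted p with an estimated correlation). The epididymis and male tract list had a median of 0.95 (adjusted p = 0.104). Epididymis RNA as a further term ended the matrix call (-0.0061, adjusted p = 0.273), with immediate early genes at 0.20 and mesothelial genes at 0.67. As the only added term, epididymis RNA changed no call in the 47 list results followed over all contrasts. Crisp1 was low on the same number of arrays in each diet, so this term alone could not change a diet difference. The directions were therefore fixed by the design and say nothing of epididymis RNA as a source of the list shifts. Over the 8 other arrays, with a single MSG+TFA array assumed to vary like the other diets, these 3 lists stood at 0.06 (adjusted p = 0.0381), 0.20 and 0.84. The matrix list stood at 0.19 with the receptor signal as a term. The mesothelial call was lost without MSG+TFA replicate 3 (0.25) and without dim genes (adjusted p = 0.269). Without MSG+TFA replicate 1 the matrix median was 0.15 and that of immediate early genes 0.25. The receptor genes stood at -0.25 with the size trend and -0.37 with the level trend removed.

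In this step limma called 0 genes, 3188 had an unadjusted p under 0.05 (632 higher, 2556 lower) and the methods' analysis of variance gave 1268 with the fold limit before adjustment and 0 after it. Serpinb10, a serine protease inhibitor, differed by 1.11 ± 0.18, Cd79a by 0.91 ± 0.18, Gsg1l by -0.81 ± 0.15, the sterol transporter Abcg4 by -1.06 ± 0.20 and the antibody light chain segment Igkv5-48 by -1.41 ± 0.29 (adjusted p = 0.31 each).

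The interaction asked whether the combined diet differed from the sum of both additives on the log2 scale. B and plasma cell genes rose in it by a median of 0.22 (13 of 15 positive, adjusted p = 0.000337, 1 adjusted over the list alone), mesothelial genes by 0.50 (11 of 13, adjusted p = 0.000832) and the pancreas and gut list by 1.46 (17 of 19, adjusted p = 0.000337), while insulin signalling fell by a median of -0.13 (20 of 22 negative, adjusted p = 0.0131). Each had adjusted p = 0.957 with an estimated correlation, and the last 3 had 0 members adjusted over the list alone. Limma called 0 genes and 251 had an unadjusted p under 0.05 (124 positive, 127 negative), fewer than the 1020.8 expected if no gene differed. With the raised arrays as a term, chosen after seeing the data, 665 genes had one. The interaction was 1.46 ± 0.26 for Cd79a, -1.60 ± 0.36 for Pcsk5, -0.99 ± 0.24 for Ptpre, -0.89 ± 0.21 for Abcb9 and -0.84 ± 0.19 for Tmem8b (adjusted p = 1 each), and brightest probe sets gave 0.06 for Ptpre and 0.26 for Tmem8b. The pancreas value was 0.04 without TFA replicate 2, the mesothelial call was lost without TFA replicate 1 (0.28) or MSG+TFA replicate 3 (0.27), and the insulin call without TFA replicate 1 (-0.09), TFA replicate 2 (-0.05), MSG+TFA replicate 3 (-0.0031) or ASP+TFA replicate 3 (-0.10). Without dim genes the B and plasma cell (adjusted p = 0.306), pancreas (0.67) and insulin (adjusted p = 0.107) calls were lost. The B and plasma cell median ran from 0.09 without ASP+TFA replicate 2 to 0.37 without ASP+TFA replicate 3, with 0.10 without TFA replicate 1 or MSG+TFA replicate 3, 0.35 without TFA replicate 3 and 0.33 without MSG+TFA replicate 1. Mesothelial genes stood at 0.23 without TFA replicate 3, 0.25 without MSG+TFA replicate 2 and 0.28 without ASP+MSG+TFA replicate 1, and without TFA replicate 3 the pancreas list stood at 2.22 and insulin signalling at -0.27. The last stood at -0.23 without MSG+TFA replicate 1 and -0.20 without ASP+TFA replicate 2, and its call was lost with the receptor signal as a term (-0.11, adjusted p = 0.0763). Over the 8 other arrays, where TFA and MSG+TFA have 1 array each, assumed to vary like the other diets, the insulin (-0.12) and pancreas (-0.0073) calls were lost (adjusted p = 0.63 each) and mesothelial genes stood at 0.86. The interaction of the epididymis and male tract list was 0.97 (adjusted p = 0.209).

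Over the 4 diets together, limma's F test called 0 genes with a smallest adjusted p of 0.255, and 3700 genes (18.1%) had an unadjusted p under 0.05. The methods' one-way analysis of variance gave 2849 genes before adjustment and 0 after it. At the level of single probe sets, 31064 of 241576 had an unadjusted p under 0.05 in that analysis, and 0 passed after adjustment with the fold limit.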

Values the study reported

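The study reported 28,101 adipose tissue transcripts with a p-value of 0.05 for diet, and 11,600 that differed from TFA under at least 1 of the additive diets at a false discovery rate of 0.05 and a fold limit of 1.4. For the diet with both additives it gave a 3.5-fold reduction of Ppargc1a, a 4.6-fold rise of Thbs1, a 2.27-fold rise of Notch1, a 2.5-fold reduction of Mdm2 and a 1.7-fold reduction of Prdx5 in adipose tissue.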

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

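Of the tests in this part, those of pancreas RNA, diet, the raised arrays as a term, the raised arrays over other splits and the epididymis transcripts were chosen after the result was seen, while the scaling test and the counts over other splits were not. Gene lists whose interaction of both additives passed camera's test had medians of 0.22 for B and plasma cell genes, 0.50 for mesothelial genes, 1.46 for the pancreas and gut list and -0.13 for insulin signalling, and with an estimated correlation the adjusted p of each was 0.957.

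Receptor genes had raised signal on TFA replicates 1 and 2 and MSG+TFA replicates 1 and 2. Their median stood at the 33.6th percentile of gene values or higher on these arrays and between the 20th and the 23.7th on the other 8, which argues against a scaling that keeps the order of genes. Pancreas enzymes averaged over 9 on 1 of the 4 raised arrays, which argues against pancreas RNA, and 2 diets held arrays of both kinds, which argues against diet as the whole cause. RNA quality, hybridisation or background correction could each raise dim signal, and none of these was tested.

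Many genes had an unadjusted p under 0.05 in the contrasts of the aspartame diets with TFA. With the raised arrays as a term, 24.3% of the 5860 genes of ASP+MSG+TFA against TFA still had one, though the added term also widens the standard errors. The 9 splits other than the real one mix TFA with an aspartame diet alike, and the 3 with both raised arrays on 1 side gave 3533 to 5146 genes for ASP+TFA and 2279 to 4163 for ASP+MSG+TFA, against 129 to 749 and 77 to 486 in the 6 with them apart. The real splits also have both on 1 side, so both results go with raised arrays as a source of part of the excess. The raised arrays were grouped by signal in these same data, however. Splits that keep them together were therefore likely to give more genes, and neither result is independent evidence of a source. Since 0 of the 6 aspartame arrays were raised, an effect of aspartame may account for the remainder and stays open.

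Epididymis transcripts were high on some arrays of each diet. The epididymis genes lay on the same side of a log2 value of 9 as Crisp1 in 91.7% of gene by array values, which goes with epididymis tissue in some samples as a candidate source. The others were Lcn8 on TFA replicate 3 (5.28), Lcn8 (5.14) and Crisp4 (7.98) on MSG+TFA replicate 3, and Spink8 (8.30) and Lcn5 (7.67) on ASP+TFA replicate 1. A term by Crisp1 therefore does not follow every epididymis gene. All 4 diets had arrays on both sides, which argues against diet. The sperm cell transcript Prm2 was highest (11.8 and 11.2) on 2 arrays low in Crisp1, so epididymis tissue does not account for it on these arrays. The fat pads sampled lie next to these organs, but how the tissue was cut was not tested.

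Other splits of the arrays of a contrast were counted. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Genes called numbered 0 in each contrast, so that all 10 of 10 splits gave as many by construction, which tests nothing (the highest other count was 7 in MSG+TFA and 0 elsewhere). For genes with an unadjusted p under 0.05, 6 splits of MSG+TFA against TFA gave as many as the real 442 (highest other 6154), 2 of ASP+TFA gave as many as 4608 (5146), 1 of ASP+MSG+TFA as many as 5860 (4163), 6 of ASP+MSG+TFA against ASP+TFA as many as 323 (981) and 1 of ASP+MSG+TFA against MSG+TFA as many as 3188 (2694). The splits of MSG+TFA and TFA that put 3 raised arrays on 1 side gave 5937, 6154, 2566 and 3897 genes, which points to a structure of the samples. The pairing of these arrays by number was found in these same data. The 3 other splits that part all 3 pairs gave 122 to 288 such genes and 5 to 12 gene lists, against 442 and 15. These are too few splits to set the real one apart, and 442 is below the 1020.8 genes expected if none differed. That shortfall depends on the model, since the raised arrays as a term gave 1227 such genes. The other 6 splits part 1 pair. For gene lists called, 6 splits gave as many as 15 in MSG+TFA (highest other 29), 6 as many as 17 in ASP+TFA (29), 4 as many as 18 in ASP+MSG+TFA (24), 1 as many as 21 against ASP+TFA (19) and 7 as many as 17 against MSG+TFA (24). For the interaction, 100 splits were drawn, and chance was not excluded for genes with an unadjusted p under 0.05 (79 as large as 251, highest other 8798) or lists called (100 as large as 4, highest other 29). Nor was it for the F test's 3700 genes with an unadjusted p under 0.05 (11 as large, highest other 9303). With 0 genes called in the interaction and in the F test, all 100 splits gave as many by construction, which tests nothing (highest others 6356 and 6360).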

How the results depend on the processing

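The alternatives with the raised arrays, the receptor signal, the 8 other arrays or epididymis RNA and the block within TFA and MSG+TFA were chosen after seeing the data, and the others before. For each value named here that moved, the cause was not tested. Gene counts of 0 by limma moved with array weights (ASP+TFA 7643, ASP+MSG+TFA 7698, ASP+MSG+TFA against MSG+TFA 5056, F test 10936), which gave ASP+TFA replicate 1 a weight of 5.97 and TFA replicate 3 one of 0.171. Over single arrays left out they ran from 0 to 5428 in ASP+TFA, 0 to 6070 in ASP+MSG+TFA and 0 to 3796 in the F test, each highest without TFA replicate 3, when TFA holds raised arrays only and the aspartame diets none, so diet and raised arrays cannot be told apart there, and array weights left that array little weight. The methods' analysis of variance before adjustment gave 133, 1612, 1798, 90 and 1268 genes with the fold limit in the 5 contrasts of diets and 2849 among the diets. The brightest probe set gave 1 gene in ASP+TFA (Alpk1), 2 in ASP+MSG+TFA (Alpk1 and AI593442) and 1 in the F test (Alpk1), all chosen after their values were seen. The raised arrays and epididymis RNA as 2 terms gave 67, 41 and 23 genes in ASP+TFA, ASP+MSG+TFA and ASP+MSG+TFA against MSG+TFA, of which 52, 35 and 23 correlated with Crisp1 above 0.5, and 36 in the F test. Among them were 7 values of named genes: Inpp5d, Pcsk5, Hvcn1, Pdgfra and Slc7a8 in ASP+TFA, and Dapp1 and Gsg1l in ASP+MSG+TFA. The Crisp1 term does not follow every epididymis gene, and Lcn8 in ASP+TFA went from 3.04 to 8.23 with the 2 terms. With the replicate number as a block 2 genes were called in ASP+MSG+TFA (Cilp and Dapp1, chosen after their values were seen) and 0 in the other contrasts. The 18 pairs of arrays of the same number had deviations that correlated at -0.55 to 0.66, 11 of them over 0.1, and 6 of 12 arrays were closest to their own number, so the numbers do not pair the arrays of all diets. They pair those of TFA and MSG+TFA, where a replicate block in a fit of only these diets called 0 genes (1193 with an unadjusted p under 0.05, against 442) and 18 lists, among them all 15 called without it, and the block over all 12 arrays changed no call named in that comparison either. Median centring moved the median over all genes of ASP+TFA against TFA from -0.04 to 0.07.

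List calls numbered 0 in all 6 contrasts with an estimated correlation and with fry. Without dim genes they were 7 in ASP+TFA, 11 in ASP+MSG+TFA, 6 against MSG+TFA and 2 in the interaction. Removing the level trend gave 9 in ASP+TFA and 9 against MSG+TFA, and removing the gene size trend 10 against MSG+TFA. The receptor signal as a term gave 7 in ASP+TFA, and only the 8 other arrays 10. Oxidative phosphorylation in ASP+TFA, not called, was called lower without dim genes (-0.04), with the level trend removed (-0.10) and with the raised arrays (-0.25), the receptor signal (-0.26) or 2 terms (-0.27), all at the preset correlation. The 8 other arrays (-0.23) hold 1 array each of TFA and MSG+TFA, assumed to vary like the other diets. List calls of the interaction ran from 3 to 14 over arrays left out, highest without TFA replicate 3. Lists that turned in the direction of the test included oxidative phosphorylation in ASP+TFA (0.11 with the size trend removed, -0.11 to 0.050 over arrays left out) and the receptor genes in MSG+TFA (0.015 with the 8 other arrays, -0.44 to 0.13 over arrays left out). With the receptor term, keratin and defensin genes in ASP+TFA (0.019, and -0.083 with 2 terms, the latter by the test's direction) and insulin signalling in ASP+MSG+TFA (-0.066) turned. Medians of the matrix list in ASP+TFA and against MSG+TFA, and of cell cycle genes in ASP+MSG+TFA, also fell below 0 with 2 terms. The raised arrays as a term turned the calls of mitochondrial ribosomal proteins in ASP+TFA (0.08 to -0.11) and proteasome genes against MSG+TFA (0.11 to -0.11), and 5 of 17 and 4 of 17 calls kept their direction there. The receptor genes themselves lie near 0 with the receptor term (0.0093 in MSG+TFA, -0.00016 in ASP+TFA, -0.0072 in ASP+MSG+TFA, -0.0147 against MSG+TFA) by construction, since their own median is the term. B and plasma cell genes in ASP+MSG+TFA ran from -0.17 to 0.09 over arrays left out. Adipocyte identity genes in ASP+MSG+TFA, not called and near 0, gave 0.0052 without dim genes and with fry (by the test's direction), -0.047 with the level trend removed, -0.046 with quantile normalization, -0.078 with the 8 other arrays, -0.14 with 2 terms, -0.095 with the raised arrays as a term and -0.090 with the receptor term.

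Genes that turned with the brightest probe set were Fam13b (-0.16), Tmem8b (-0.19) and Ebag9 (0.0071) in MSG+TFA, Hvcn1 (-0.20), Gsk3b (-0.080) and Ep300 (-0.037) in ASP+TFA, Amigo3 (1.57), Tfam (0.17), Alox15 (-0.29), Notch1 (-0.22) and Prdx5 (0.019) in ASP+MSG+TFA, and Tmem8b (0.26) and Ptpre (0.063) in the interaction. The mean over probe sets gave 0.087 for Prdx5, median centring 0.022 and array weights 0.031 for Tfam, and removal of the level trend 0.11 for Grik3 and -0.050 for Sirt1. For Grin2a, Grik3 and Sirt1 the raised arrays as a term gave 0.13, 0.017 and -0.24, 2 terms 0.11, 0.055 and -0.19, the 8 other arrays 0.12, 0.28 and -0.16, and the receptor term 0.27, 0.22 and -0.34, with -0.063 for Mdm2 and -0.064 for Med23. Over arrays left out Tfam ran from -0.18 to 0.13, Grik3 from -0.62 to 0.0043, Sirt1 from -0.014 to 0.31, Notch1 from 0.27 to 0.66, Mdm2 from 0.15 to 0.39, Grin2c from -0.90 to -0.37 and Grin2a from -0.45 to -0.13. None of the named genes passed the test to begin with, so staying on that side says little of stability. Of their 1113 values under the alternatives fixed beforehand, other than arrays left out, 18 turned and 64 passed, 63 of these with array weights. Of 327 list values 120 lost their call, 5 gained one and 5 turned. Dim signal limits the receptor and B cell genes, whose levels lie near 6.61.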

Other observations

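The tests of these lists were fixed before the data were examined, and no explanation was tested here. Between ASP+MSG+TFA and TFA, interferon response genes rose by a median of 0.29 with 16 of 21 above TFA (adjusted p = 0.0185, adjusted p = 0.612 with an estimated correlation) and cell cycle genes by 0.25 with 17 of 25 above (adjusted p = 0.0243, adjusted p = 0.726 with an estimated correlation), each with 0 members adjusted over the list alone. The interferon call was lost without dim genes (0.31, adjusted p = 0.127), with the level trend removed (0.23, adjusted p = 0.0595) and, in alternatives chosen after seeing the data, with the receptor signal as a term (0.14, adjusted p = 0.0792), with the raised arrays and epididymis RNA as 2 terms (0.11, adjusted p = 0.112) and over the 8 arrays that were not raised (0.10, adjusted p = 0.061), which hold 1 TFA array, assumed to vary like the other diets. Oasl2, an interferon-induced protein, differed by 0.44 ± 0.14 (SE, n = 3 arrays per diet, limma adjusted p = 0.123), while Isg15, a ubiquitin-like protein induced by interferon, differed by -0.60 ± 0.18 (limma adjusted p = 0.122). Mcm5, which licenses DNA replication, differed by 0.62 ± 0.18, and Aurka, a kinase of mitosis, by -0.50 ± 0.16. The cell cycle call was lost without dim genes (0.34, adjusted p = 0.817), with the size trend removed (0.16, adjusted p = 0.231), with the receptor signal as a term (0.19, adjusted p = 0.0874), with 2 terms (-0.0017, adjusted p = 0.252) and without TFA replicate 1 (0.13), TFA replicate 3 (0.29) or ASP+MSG+TFA replicate 3 (0.28), and the median was 0.38 with the level trend removed. Brown and beige adipocyte genes had a median of -0.46 with 13 of 15 below TFA and were not called (adjusted p = 0.0937, adjusted p = 0.612 with an estimated correlation), but they were called lower without dim genes (-0.22, adjusted p = 0.0201), with the raised arrays as a term (-0.25, adjusted p = 0.0148, but adjusted p = 0.425 with an estimated correlation), with the receptor signal as a term (-0.08, adjusted p = 0.0426), with 2 terms (-0.30, adjusted p = 0.0379) and without TFA replicate 1 (-0.35) or ASP+MSG+TFA replicate 1 (-0.48). Adipocyte identity and adipokine genes had a median of 0.01 and a mean of -0.01, with 9 of 18 above TFA (adjusted p = 0.762).

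Under the false discovery rate and fold limit of the study, limma and the methods' analysis of variance each called 0 genes here against TFA, with 5860 genes at an unadjusted p under 0.05 in limma's ASP+MSG+TFA contrast, and 0 of 241576 probe sets. That is lower than the count quoted from the study above at these limits. Before adjustment, 31064 of the 241576 probe sets, a unit other than genes, passed a p of 0.05 for diet in the methods' analysis of variance. That is close to the count of transcripts quoted from the study above for diet. The folds that follow are of gene medians over probe sets, and those of the study may be of another unit. The study also set array ratios beside quantitative PCR for genes including Ppargc1a and Thbs1, which was not repeated here. Ppargc1a was 1.52-fold below TFA in ASP+MSG+TFA here, over 16 probe sets whose log2 differences ran from -1.64 to -0.08. That is a smaller reduction than the value quoted from the study above. Thbs1 was 2.16-fold above TFA, over 24 probe sets with log2 differences of 0.62 to 2.25. That is a smaller rise than the value quoted from the study above. Notch1 was 1.39-fold above TFA, over 35 probe sets with log2 differences of -0.31 to 1.74, and its log2 difference of 0.47 ran from 0.27 to 0.66 over single arrays left out. That is a smaller rise than the value quoted from the study above. Mdm2 had a log2 difference of 0.27 ± 0.16 from TFA, over 13 probe sets with -0.25 to 0.45, and ran from 0.15 to 0.39 over single arrays left out. That is opposite in direction to the value quoted from the study above, though the sign turned with the receptor signal of each array as a term. Prdx5 was 1.58-fold below TFA, over 9 probe sets with log2 differences of -0.77 to 0.86, 5 of them above 0. That fold is close to the value quoted from the study above, but it rests on how the probe sets were summarised. The median of these differences was 0.015. The mean over probe sets and the brightest probe set also put Prdx5 slightly above TFA. Of 14206 genes with at least 5 probe sets, 8363 had a probe set that passed an unadjusted p of 0.05 with the fold limit, against 933 whose own value did.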
